A study of Homo sapiens with 16 samples.

How the data were processed

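Gene expression was measured by RNA sequencing of 16 libraries from H9-derived definitive endoderm (DE) and hepatoblasts (HB), 2 libraries for each of 8 groups. Per the labels' protocols, total RNA was isolated with Trizol, its quality was read on a Bioanalyzer, and libraries were built and sequenced at BGI on a BGISEQ-500. Per the submitters' processing notes, the tools were HISAT2 2.1.0, Bowtie2 and RSEM, with genome builds GRCh38.p11 and hg38. The versions of Bowtie2 and RSEM, the role and order of the tools, the transcript annotation, the strand setting, the read length and the exposure duration are not given in the sources used here. The deposited values are FPKM (fragments per kilobase of transcript, relative to all mapped fragments) computed by the authors, 1 column per library, printed with 2 decimals. Nothing in the labels says whether the replicates are separate cultures or differentiations, so every p-value measures the spread between libraries only, and the replicate numbers were not taken to pair the groups.

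The table held 19127 genes by Entrez ID, of which 18779 matched a symbol in the RefSeq gene table and 348 did not. Of the matched genes 18311 were protein coding. Positions came from GENCODE v29 on GRCh38. Reads shared between paralogs, readthrough transcripts and histone or metallothionein copies cannot be separated in FPKM. Counts were not used here, so the absolute depth is unknown. Relative depth stays open: only 9 of 2181 genes fitted 1 smallest FPKM step shared by the libraries (tolerance 0.006 FPKM and 2%). That choice keeps the value of 1 read (factor 0.98 to 1.03) near 1. No pair of replicates was near-identical. For scaling, the FPKM columns were used as deposited, and median-ratio scaling and scaling of each library to the same FPKM sum were alternatives.

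Values were transformed as log2(FPKM + 1), and genes with a mean of at least 1 FPKM over the libraries of a fit were tested, 12628 in DE, 12884 in HB and 13086 over both stages. Groups were compared with limma 3.58.1 (trend option) in R 4.3.3, 2-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Each stage had its own fit of 8 libraries (4 residual degrees of freedom, prior 4.2 in DE and 3.38 in HB). A fit of all 16 (8 residual, prior 4.31) gave HB against DE in DMSO and the interactions, each defined as a compound's difference from DMSO in HB minus that in DE. The comparisons were each compound against DMSO and each pair of compounds within a stage, the control stages against each other, and the 3 interactions. Differences are log2 of the first group minus the second. Summaries and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

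Before the data were examined, 52 gene lists were fixed: markers of cell types of early development and liver, targets of signalling pathways and nuclear receptors, and metabolic, stress and cell-cycle genes. Of their 788 memberships 766 matched the table, and mitochondrially encoded genes had no matched member. Lists with at least 5 tested members were tested, 43 in DE, 42 in HB and 45 over both stages. Limma's camera compared each list with all other genes at a preset correlation of 0.01, and again with an estimated correlation. Limma's fry, which asks whether a list's genes move on balance, stood beside it. A list's value is the median log2 difference of its tested genes, and genes of a list were also adjusted over the list alone. Some genes belong to several lists: TTR is in the plasma protein and thyroid lists, NQO1 in the AhR and NRF2 lists.

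Genes were named by a rule fixed at the same time: for a compound against DMSO, the 10 largest differences each way among genes past the threshold whose libraries did not overlap, or, where fewer than 3 genes passed, the 5 smallest unadjusted p values each way, stated as not passing. For HB against DE the rule took 12 each way, and for pairs of compounds and interactions 3 each way. Up to 4 members with the smallest p of each list past its threshold, and a fixed set of marker genes (such as POU5F1, SOX17, AFP and ALB), were added, and XIST and Y-linked genes were skipped. Some genes the rule names are not reported here.

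The method was tested on simulated data, with 200 changed genes per comparison at 1.5-fold, 2-fold and 4-fold. For TBBPA against DMSO, limma recovered 67.2%, 86.6% and 97% of them in DE and 56.7%, 79.1% and 98.5% in HB, with 8 and 7 unchanged genes called. TBBPA against TBBPS gave 68.7%, 83.6% and 100% in DE and 53.7%, 85.1% and 97% in HB (8 unchanged in each). HB against DE gave 65.7%, 97% and 100% (11 unchanged), and the TBBPA interaction 43.3%, 85.1% and 98.5% (15). Strong genes in a run ease the cutoff for weak ones, so the rates do not apply where 0 genes pass. Preset camera passed a simulated list lowered by 0.5 in all 6 comparisons (largest adjusted p 0.00015). An estimated correlation left 2, HB against DE (adjusted p = 0.00151) and the TBBPA interaction (0.0411). Simulated noise was independent between genes, which the libraries' need not be.

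Alternatives to the fit were a pseudocount of 0.1, no filter on low values, both scalings, robust moderation, replicate number as a block, leaving out each library in turn, 1 fit of all 16 libraries, and for HB against DE a fit of the 4 DMSO libraries alone. After the first results were seen, a joint omission of replicate 1 of TBBPS and of TCBPA and library quality weights were added. So were a correction for GC content and length (18280 genes), and correlated noise for the agreement simulation and a count of preset camera's calls. No library was left out of the reported comparisons. Splicing, sequence variants and genes absent from the table were not analysed here.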

Results

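RNA sequencing measured gene expression in cells derived from H9, an established human embryonic stem cell line, at 2 stages of hepatic differentiation. Definitive endoderm (DE) is the germ layer that gives rise to gut, liver and pancreas, and hepatoblasts (HB) are the bipotent progenitors of hepatocytes and bile duct cells. At each stage the cells had received 0.01% DMSO, the solvent control, or 10 nM of 1 of 3 halogenated flame retardants. TBBPA is tetrabromobisphenol A, TBBPS carries a sulfonyl bridge in place of its isopropylidene bridge, and TCBPA carries chlorine in place of bromine. The 8 groups held 2 libraries each, 16 in all. The deposited values were FPKM, so the absolute depth of each library is unknown and no counting interval is given. Summed FPKM ran from 449657 to 466272 in the DE libraries and from 516186 to 532024 in the HB libraries. Between 12539 and 12926 genes stood at 1 FPKM or more in a library, and the 10 most abundant genes took 6.61% to 7.87% of the summed FPKM. Replicates correlated across genes with r from 0.987 (HB TBBPS) to 0.997 (HB TBBPA), and genes are not independent replicates. Gene levels are given as mean FPKM ± SD of 2 libraries (n = 2), and differences as log2 of FPKM + 1. Exact tests of 2 against 2 libraries cannot go below p = 0.333, so groups were compared with limma, 2-sided, with p adjusted over all genes tested. Lists of genes fixed beforehand were compared with the other genes by limma's camera, adjusted over the lists tested.

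**Figure D1:**
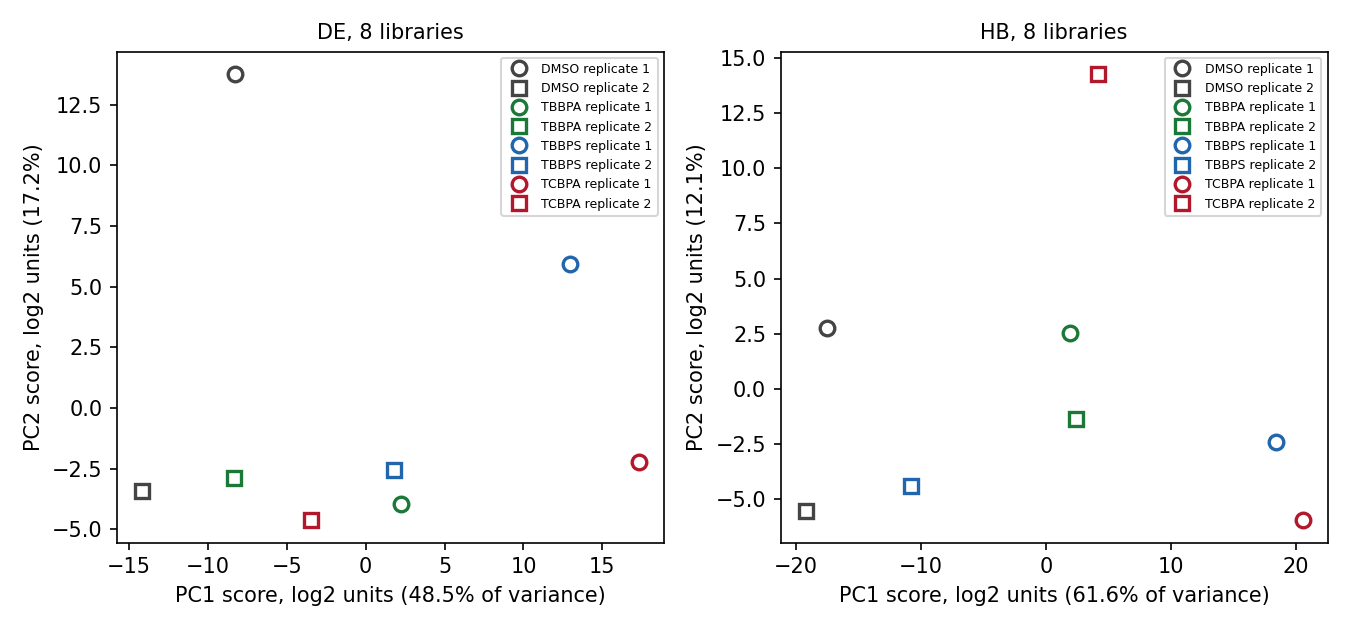
Scores of the 8 libraries of each stage on the first and second principal components (log2 units), with 1 point per library, coloured by exposure. The first component held 48.5% of the variance in DE and 61.6% in HB, where DMSO lay at −17.49 and −19.23 and the treated libraries ran from −10.82 to 20.57.

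The hepatoblast and definitive endoderm controls were compared to describe what the cells had become between the stages. Secreted liver proteins rose most: transthyretin (TTR) stood at 2228 ± 192 FPKM in HB against 0.03 ± 0.0424 in DE, alpha-fetoprotein (AFP) at 555.4 ± 6.87 against 0.125 ± 0.0212, and apolipoprotein A1 (APOA1) at 4976 ± 42.5 against 18.84 ± 5.2. Their log2 differences were 11.08, 8.95 and 7.996, with limma adjusted p of 5.06e-08, 2.17e-08 and 3.46e-09. The fibrinogen chains FGA and FGB, the retinol carrier RBP4 and APOA4 rose by 7.80 to 9.27, while FGG at 205.8 was listed at 0 in the DE controls. Albumin stayed at 0.83 ± 0.113 in HB and, like CYP1A1, below the expression limit of this comparison. Genes of the primitive streak and early endoderm fell: the Nodal antagonist CER1 went from 1554 ± 236 to 0.26 (−10.26), LEFTY1 from 1344 ± 42.8 to 0.41 (−9.90), the chemokine receptor CXCR4 from 263.7 ± 16.9 to 0.735 ± 0.177 (−7.26) and EOMES from 101 ± 1.62 to 0.18 (−6.43). LEFTY2 (−9.82), CYP26A1 (−8.09), the apoptosis gene PMAIP1 (−6.86), the organizer factor GSC (−6.66), the Nodal co-receptor CRIPTO (−5.97) and the YAP target CCN2 (−5.78) fell as well. The pluripotency factors POU5F1 (−4.33) and NANOG (−4.76) fell too, and so did SOX17 (−1.06, limma adjusted p = 0.00612) and GATA6 (−1.43), while FOXA2 passed no threshold (−0.18, limma adjusted p = 0.636). HNF4A, the hepatocyte nuclear factor, rose by 1.63 (limma adjusted p = 5.63e-05), CEBPA by 4.27 and the bile duct and progenitor keratin KRT19 by 3.29. Genes outside the liver programme rose too: HAND1, a factor of heart, gut mesoderm and trophoblast, reached 234.8 ± 3.62 (7.73), the immune checkpoint ligand VTCN1 227 ± 3.62 (7.74), the GABA receptor subunit GABRP 190.9 ± 19.2 (7.31) and the BMP-induced MSX2 124.6 ± 6.8 (5.80). Feedback genes of FGF signalling fell, with SPRY4 from 57.94 ± 0.163 to 0.19 (−5.63) and ETV4 (−4.21), and so did the ligand FGF17 (−8.27). Dividing-cell genes fell, with MKI67 from 28.21 ± 0.325 to 5.285 ± 0.205 (−2.22), BUB1 (−2.71) and MCM6 (−2.45). On GRCh38, AFP (Entrez 174) lies on chromosome 4 at 73431138 to 73456174, TTR (7276) on chromosome 18 at 31557010 to 31599021 and APOA1 (335) on chromosome 11 at 116835751 to 116837950. SOX17 (64321) lies on chromosome 8 at 54457935 to 54460888, CXCR4 (7852) on chromosome 2 at 136114349 to 136118165 and POU5F1 (5460) on chromosome 6 at 31164337 to 31180731.

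Of 13086 genes tested between the control stages, 9870 passed limma's adjusted p under 0.05, 5065 higher and 4805 lower in HB, of which 1588 and 1589 differed at least 2-fold. With every library scaled to the same FPKM sum the split was 3937 higher and 6072 lower, because that scaling moved the median of all genes by −0.199. Groups did not overlap for 88.09% of genes, where chance gives 33.33%. Camera placed 23 of 45 lists past its threshold, 11 higher and 12 lower in HB. Plasma proteins of the liver had a median log2 difference of 5.925 (20 of 21 higher and 1 lower past limma's threshold, and the same counts adjusted over the list alone, camera adjusted p = 1.29e-07, adjusted p = 0.392 with an estimated correlation). Pluripotency genes had a median of −2.94 (13 of 15 lower; 1.09e-06, and 0.364 with an estimated correlation), G2/M genes −1.87 (18 of 18 lower; 1.29e-07, and 0.392) and FGF feedback genes −2.24 (13 of 14 lower; 9e-07, and 0.177). The trophoblast list had a median of 3.87 (8 of 9 higher, 9 adjusted over the list alone; 0.000102, and 0.189), and it shares HAND1 and KRT7 with other lists. Cholesterol synthesis genes had a median of 0.98 (17 of 20 higher and 1 lower; 0.00119, and 0.573), BMP targets 2.34 (10 of 12 higher and 1 lower; 0.000291, and 0.177), and definitive endoderm genes −2.37 (2 of 16 higher and 12 lower, 2 and 13 adjusted over the list alone; 0.00104, and 0.569). Ribosomal protein genes had a median of 0.55 (33 of 34 higher; 5.45e-06, and 0.569), which was 0.334 after scaling to the same sum. No list passed with an estimated correlation (smallest adjusted p 0.177), while fry, which asks whether a list's genes move 1 way on balance, passed 40 of 45. The p53 target list (2 higher and 10 lower of 16, camera adjusted p = 0.0271) ended at 0.0558 without DE DMSO replicate 2. For the mesenchyme and unfolded protein lists the median (0.175 and −0.112) and the mean (−0.157 and 0.01346) differed in sign, and camera passed neither (0.648 and 0.781).

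Whether TBBPA altered definitive endoderm was read from the DE libraries against their DMSO controls. Markers of endoderm stood at or below the control level: SOX17 was 92.33 ± 20.6 against 106.3 ± 13 (log2 difference −0.21), CXCR4 230.8 ± 51.3 against 263.7 ± 16.9 (−0.21), FOXA2 36.76 ± 8.01 against 39.3 ± 6.42 (−0.10), GATA6 75.22 ± 14 against 88.49 ± 13.9 (−0.235) and EOMES 79.86 ± 10.3 against 101 ± 1.62 (−0.34). POU5F1 was higher, 930.5 ± 117 against 774.5 ± 29.7 (0.26), and NANOG close to it at 73.82 ± 7.33 against 73.39 ± 8.78 (0.01). Ribosomal protein genes were higher by small amounts, among them RPL11 at 1785 ± 41.9 against 1548 ± 30.3. Mitotic genes were higher, with KIF20A at 45.12 ± 1.12 against 38.34 ± 0.601 and the kinase AURKB at 89.24 ± 1.93 against 75.55 ± 0.226, and so were respiratory chain genes such as NDUFV2 (100.2 ± 7.74 against 84.66 ± 0.332). Targets of p53 were higher, among them CDKN1A (15.6 ± 0.396 against 11.75 ± 2.84). Growth factor response genes were lower, with FOS at 1.835 ± 0.417 against 2.86 ± 0.608 and EGR1 at 9.02 ± 0.721 against 12 ± 2.81, as were YAP targets such as ANKRD1 (26.98 ± 1.48 against 40.36 ± 7.06) and AMOTL2 (57.91 ± 7.83 against 73.7 ± 5.67). The smallest unadjusted p values upward belonged to RAD51C (6.275 ± 0.106 against 3.795 ± 0.417, 0.60), STK32C (0.39), BRI3BP (0.52), ANKRD13C-DT (0.36) and OVOL2 (0.45). Downward they belonged to ARMCX5-GPRASP2 (−0.56), a readthrough transcript, ANKRD33B (−0.62), ZNF121 (−0.38), LOC101929950 (−0.50) and SLC4A7 (−0.28). No gene passed (limma adjusted p = 0.82 for each of these). TTR, AFP, ALB and CYP1A1 were at 0.275 FPKM or below. HNF4A (−0.215) and KRT19 (−0.13) were lower on average without passing, and APOA1 (−0.0365) differed little.

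For TBBPA in DE, limma passed 0 of 12628 genes, with 739 at an unadjusted p under 0.05 where 631 are due to chance. Groups did not overlap for 37.08% of genes (chance 33.33%). Camera passed 12 of 43 lists, 6 higher and 6 lower, and in 10 of the 12 both treated libraries lay beyond both controls, the exceptions being definitive endoderm and cardiomyocyte genes. The higher lists were ribosomal proteins (34 of 34 genes higher, median 0.12, camera adjusted p = 2.14e-16), G2/M (18 of 18, 0.13; 7.26e-08), respiratory chain (24 of 26, 0.11; 1.65e-07), p53 targets (13 of 16, 0.17; 8.58e-05), glycolysis (11 of 15, 0.16; 0.000439) and pluripotency (14 of 15, 0.18; 0.00176). Scaled to the same FPKM sum, the ribosomal and respiratory chain medians were 0.0798 and 0.0699. The lower ones included immediate early genes (10 of 10 genes lower, −0.27; 3.38e-05), YAP targets (9 of 9, −0.31; 0.000226), matrix genes (10 of 11, −0.16; 0.0306), FGF feedback genes (10 of 14, −0.13; 0.0467), definitive endoderm genes (16 of 16, −0.20; 0.0467) and cardiomyocyte genes (5 of 5, −0.23; 0.0483). Each of these calls was lost: adjusted p = 0.566 with an estimated correlation, 0.572 for matrix, 0.721 for pluripotency and cardiomyocyte genes and 0.836 for definitive endoderm. Within these lists 0 genes passed limma over all genes and 0 adjusted over the list alone, and fry passed 0 lists (smallest adjusted p 0.264). In simulated groups without any effect but with correlated noise, camera called a median of 9.5 lists, and as many as 12 in 32 of 100 draws. Single libraries decided several calls. Without DE DMSO replicate 1 camera passed 6 lists, and YAP targets, p53 targets and FGF feedback genes (each 0.0684), glycolysis (0.134), matrix (0.148), immediate early genes (0.213) and cardiomyocyte genes (0.0483 upward, 0.883) ended above 0.05. Without TBBPA replicate 1 it passed 7 lists, and the endoderm median was −0.04 (0.929) and that of pluripotency genes 0.10 (0.304), with cardiomyocyte genes at 0.0948, FGF feedback genes at 0.116 and matrix genes at 0.19. Without DE DMSO replicate 2 the endoderm list ended at −0.08 (0.424), matrix genes at 0.0572 and FGF feedback genes at 0.158, and 3 genes passed limma, and without TBBPA replicate 2 the cardiomyocyte and FGF lists ended at 0.051 and 0.0602.

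Under TBBPS in definitive endoderm, mean levels of endoderm genes were lower and those of pluripotency genes higher, but none of the genes passed limma's threshold. Camera passed these lists at its preset correlation but not with an estimated correlation, and fry passed neither list. SOX17 was 70.87 ± 17.7 against 106.3 ± 13 in DMSO (−0.59), CXCR4 168.5 ± 32 against 263.7 ± 16.9 (−0.65), GATA6 57.52 ± 11.8 against 88.49 ± 13.9 (−0.62), FOXA2 28.86 ± 9.07 against 39.3 ± 6.42 (−0.46) and EOMES 64.26 ± 8.4 against 101 ± 1.62 (−0.65). The WNT receptor FZD5 (155.8 ± 25.3 against 247.1 ± 8.99, −0.67), the early liver bud factor HHEX (16.1 ± 3.51 against 24.6 ± 4.24, −0.59), the axial mesendoderm factor LHX1 (23.66 ± 3.46 against 40.38 ± 4.15, −0.75) and the retinoic acid hydroxylase CYP26A1 (296 ± 49.5 against 507.1 ± 46.8, −0.78) were lower as well. POU5F1 was 1096 ± 108 against 774.5 ± 29.7 (0.50), SOX2 77.55 ± 1.15 against 56.12 ± 0.785 (0.46), UTF1 25.05 ± 0.99 against 14.7 ± 4.72 (0.76), DPPA2 10.57 ± 0.778 against 7.335 ± 0.757 (0.47) and NANOG 87.48 ± 5.68 against 73.39 ± 8.78 (0.25). S-phase and mitotic genes were higher, including CCNE1 (16.65 ± 1.7 against 12.68 ± 0.516), MCM5 (53 ± 6.22 against 41.47 ± 2.9) and CDC20 (158.6 ± 10.5 against 128.8 ± 9.63). The metal-binding metallothionein MT1G was 110.6 ± 5.22 against 75.5 ± 6.13 (0.55), a family whose members share sequence. ANKRD1 (23.02 ± 1.52, −0.77), the adhesion gene CDH2 (110.8 ± 12.1 against 155.3 ± 2.04, −0.49), fibronectin FN1 (−0.42) and VEGFA (29.72 ± 4.25 against 43.16 ± 4.59, −0.53) were lower. The smallest unadjusted p values upward belonged to PPP1R14B (216.3 ± 8.25 against 166.4 ± 0.283, 0.38), PDE4B (0.68), CKMT1B (0.67), the spermidine synthase SRM (98.64 ± 5.4 against 70.22 ± 0.247, 0.48) and OVOL2 (0.48). Downward they belonged to MSANTD3-TMEFF1 (−0.64), ZNF121 (−0.58), RGPD5 (−0.52), ARMCX5-GPRASP2 (−0.68) and LOC101929950 (−0.67), several of them readthroughs or paralogs whose reads are hard to assign. No gene passed (limma adjusted p = 0.273 for each of these 10). HNF4A (−0.35) and KRT19 (−0.26) were lower on average without passing. APOA1 (0.02) was near the control level, and AFP, TTR, ALB and CYP1A1 did not exceed 0.38 FPKM.

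For TBBPS in DE, limma passed 0 of 12628 genes, with 1995 at an unadjusted p under 0.05 (1045 higher, 950 lower) and 50.82% of genes without overlap (chance 33.33%). That 0 depends on the fit: with replicate number as a block limma did pass genes (given with the processing below). Nothing in the labels pairs the libraries, so the fit without a block was kept. Camera passed 16 of 43 lists, 8 each way, and in 14 of them both treated libraries lay beyond both controls (exceptions glycolysis and heat shock). Definitive endoderm genes were lower in 16 of 16 (median −0.55, camera adjusted p = 1.19e-05, 0 adjusted over the list alone), and the list means of the 2 libraries were −0.705 and −0.311 against −0.0896 and 0.0896 in DMSO. Streak genes were lower in 8 of 9 (−0.53; 0.0147, 2 adjusted over the list alone) and genes of the hepatoblast list, which holds liver transcription factors, AFP, keratins and other markers, in 12 of 12 (−0.35; 0.000785). Pluripotency genes were higher in 15 of 15 (0.34; 1.06e-05, 6 adjusted over the list alone), G1/S genes in 18 of 19 (0.22; 3.34e-05), G2/M genes in 17 of 18 (0.12; 8.81e-05, 4 adjusted over the list alone) and metallothioneins in 7 of 8 (0.52; 0.0115). Ribosomal proteins (33 of 34, 0.12; 8.29e-09) and the respiratory chain (24 of 26, 0.13; 1.85e-06) were higher, and YAP targets (9 of 9 lower, −0.25; 0.00108), immediate early genes (−0.24; 0.00381), matrix genes (−0.17; 0.0152, 4 adjusted over the list alone), hypoxia genes (−0.13; 0.0159) and retinoic acid targets (−0.43; 0.027) lower. All 16 calls were lost otherwise: adjusted p = 0.556 with an estimated correlation, and 0.579 for glycolysis, while fry passed 0 lists (smallest 0.253). Camera called 16 lists or more in 13 of 100 draws of correlated noise. Leaving out 1 library at a time kept the endoderm call, with medians from −0.75 to −0.33. Without DE DMSO replicate 1 camera passed 10 lists, and streak genes (0.15), YAP and retinoic acid targets (0.0926 each), matrix (0.115), glycolysis (0.586) and immediate early genes (0.648) ended above 0.05. Without DE DMSO replicate 2 heat shock (0.652) and metallothioneins (0.0543) did, and 3 genes passed limma. Heat shock ended at 0.0972 without TBBPS replicate 1, and immediate early genes at 0.0848 and glycolysis at 0.239 without TBBPS replicate 2.

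TCBPA in definitive endoderm gave levels close to those of TBBPS with a wider spread between its libraries. SOX17 was 69.37 ± 32.6 against 106.3 ± 13 in DMSO (−0.68), CXCR4 161.2 ± 72.9 against 263.7 ± 16.9 (−0.78), GATA6 57.86 ± 23.5 against 88.49 ± 13.9 (−0.66), FOXA2 28.98 ± 13.3 against 39.3 ± 6.42 (−0.49) and EOMES 61.67 ± 20.5 against 101 ± 1.62 (−0.74). CER1 was 1069 ± 463 against 1554 ± 236 (−0.60), LGR5 6.38 ± 1.91 against 9.595 ± 0.318 (−0.55) and FZD5 163.2 ± 58 against 247.1 ± 8.99 (−0.64). POU5F1 was 1058 ± 212 (0.44), SOX2 85.19 ± 16.8 (0.58), NANOG 88.18 ± 20 (0.25), the DNA methyltransferase DNMT3B 327.8 ± 84.5 against 214.7 ± 3.13 (0.58) and PRDM14 34.17 ± 10.9 against 18.53 ± 4.3 (0.83). YAP and growth factor response genes were lower, with ANKRD1 at 20.7 ± 6.11 against 40.36 ± 7.06 (−0.95), the phosphatase DUSP5 at 24.12 ± 3.97 against 38.26 ± 3.87 (−0.65) and ATF3 at 23.66 ± 4.82 against 37.9 ± 3.46 (−0.67). The p53 targets FDXR (21.89 ± 0.82 against 15.06 ± 2.92, 0.52) and SESN1 (0.48) were higher, as were KIF20A (46.62 ± 0.566 against 38.34 ± 0.601) and MT1X (31.26 ± 6.74 against 21.23 ± 3.93). The smallest unadjusted p values belonged upward to ANKRD13C-DT (0.46), LOC102724594 (1.30), the NOTCH target HEY2 (8.26 ± 1.03 against 4.275 ± 0.53, 0.81), PCDH18 (14.4 ± 1.67 against 9.545 ± 0.0212, 0.54) and PPP1R14B (0.31). Downward they belonged to MSANTD3-TMEFF1 (−0.53), ARMCX5-GPRASP2 (−0.65), the hyaluronan synthase HAS2 (46.03 ± 10.7 against 83.88 ± 3.42, −0.87), ANKRD1 and DUSP5. No gene passed (limma adjusted p = 0.274 for each of these 10). HNF4A (−0.33) and KRT19 (−0.35) were lower by less. TTR at 5.64 ± 7.89, AFP at 1.92 ± 2.06 and APOA1 at 29.11 ± 22 (0.40) had their excess in replicate 2, which held a trace of many hepatoblast transcripts, with TTR at 11.22 FPKM and HAND1 at 1.23 where the other DE libraries reached at most 0.31 and 0.39. ALB and CYP1A1 were at 0.035 and 0.02.

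For TCBPA in DE, limma passed 0 of 12628 genes, with 1849 at an unadjusted p under 0.05 and 43.73% of genes without overlap (chance 33.33%). Here too limma did pass genes with replicate number as a block, for which the labels give no pairing. Without TCBPA replicate 2 limma passed 282 genes, without replicate 1 it passed 1 and without DE DMSO replicate 2 it passed 3. Camera passed 19 of 43 lists, 8 higher and 11 lower, and in 18 both treated libraries lay beyond both controls (exception the hepatoblast list). Definitive endoderm genes were lower in 16 of 16 (median −0.58, camera adjusted p = 8.3e-07, 0 adjusted over the list alone), with list means of −0.928 and −0.17 in the 2 libraries. That call held in every fit with 1 library left out, at −0.17 (0.00625) without TCBPA replicate 1 and −0.98 without replicate 2. Immediate early genes (10 of 10 lower, −0.39; 2.76e-06) and YAP targets (9 of 9, −0.44; 6.62e-06) had 6 genes each lower adjusted over the list alone. Pluripotency genes were higher in 13 of 15 (0.25; 2.16e-05, 6 adjusted over the list alone), G2/M genes in 17 of 18 (0.17; 3.8e-07; 7), p53 targets in 13 of 16 (0.18; 0.00229; 5) and ribosomal proteins in 33 of 34 (0.10; 7.28e-08; 0). The pluripotency median was 0.07293 without TCBPA replicate 1 and 0.4337 without replicate 2, and the call held (largest camera adjusted p = 0.00235). Hepatoblast list genes (12 of 12 lower, −0.34; 0.000247), streak genes (8 of 9, −0.61; 0.00251, 3 adjusted over the list alone) and FGF feedback genes (11 of 14, −0.22; 0.0274; 3 lower and 1 higher adjusted over the list alone) were lower. Cardiomyocyte genes (5 of 5, −0.45; 0.0116, 2 adjusted over the list alone), Nodal targets (10 of 13; 0.0411) and hypoxia genes (11 of 14, −0.12; 0.03) were lower too, while G1/S genes (17 of 19, 0.22; 0.000319), metallothioneins (7 of 8, 0.47; 0.00498) and the respiratory chain (22 of 26, 0.09; 0.00032) were higher. All 19 calls were lost, with adjusted p = 0.437 with an estimated correlation, and fry passed 0 lists (smallest 0.148). Camera called 19 lists or more in 5 of 100 draws of correlated noise. Without TCBPA replicate 1 camera passed 11 lists, and hepatoblast list genes (0.159), G1/S (0.165), metallothioneins (0.256), streak genes (0.0518), cardiomyocyte genes and Nodal targets (0.144 each), hypoxia genes (0.103), matrix (0.196) and retinoic acid targets (0.298) ended above 0.05. Without DE DMSO replicate 1 FGF feedback genes (0.0576), retinoic acid targets (0.1), p53 targets (0.112), matrix (0.136), glycolysis (0.305), Nodal targets (0.413) and cardiomyocyte genes (0.455) did. Without DE DMSO replicate 2 metallothioneins and FGF feedback genes (0.0553 each), hypoxia genes (0.103) and retinoic acid targets (0.104) did.

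**Figure D2:**
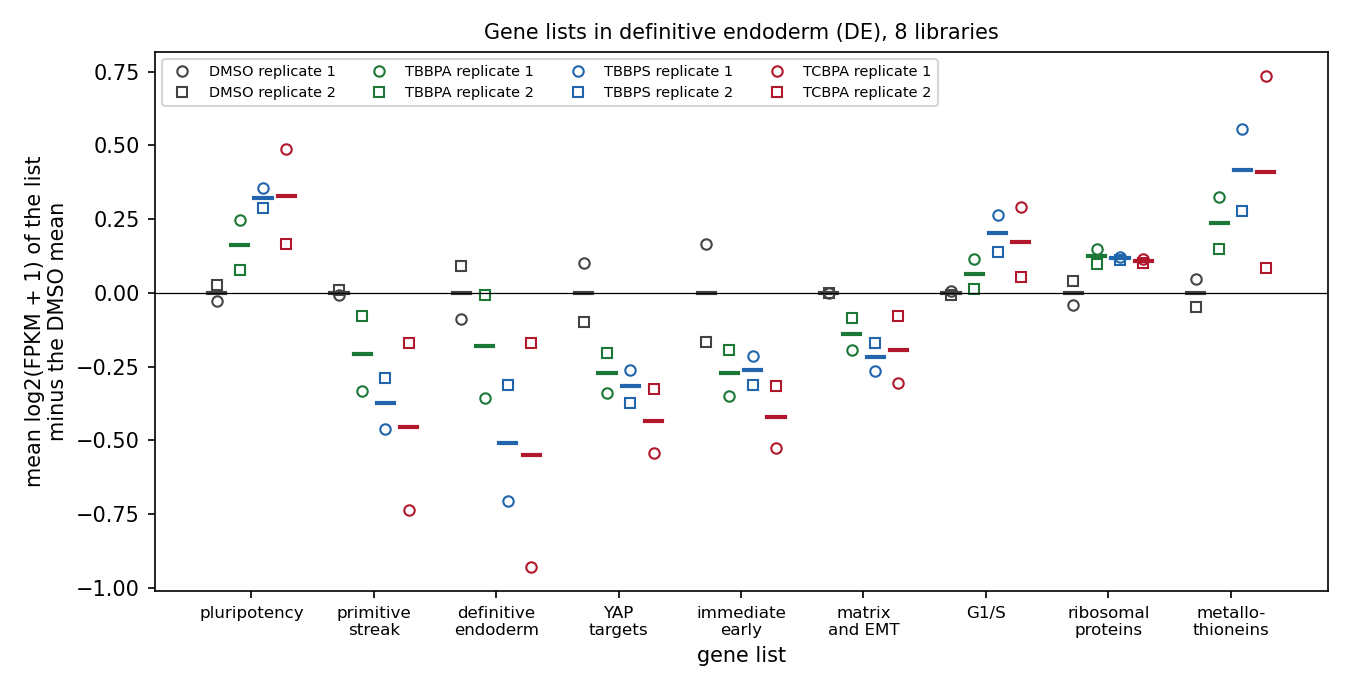
Mean log2(FPKM + 1) of the genes of selected lists minus the DMSO mean, per DE library (circle replicate 1, square replicate 2), with a bar at each group's mean. Definitive endoderm genes lie at −0.705 and −0.311 under TBBPS and at −0.928 and −0.17 under TCBPA.

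Differences between the compounds at 10 nM in definitive endoderm asked whether they acted alike. SOX17 was higher under TBBPA than under TBBPS by 0.38 (95% interval −0.32 to 1.08) and than under TCBPA by 0.47 (−0.23 to 1.17), and TBBPS and TCBPA differed by 0.09 (−0.61 to 0.79). For CXCR4 the differences were 0.45 (−0.20 to 1.10), 0.57 (−0.08 to 1.22) and 0.13 (−0.52 to 0.78), and for EOMES 0.31 (−0.15 to 0.76), 0.40 (−0.05 to 0.86) and 0.09 (−0.36 to 0.55). POU5F1 was lower under TBBPA than under TBBPS by −0.24 (−0.56 to 0.08) and than under TCBPA by −0.18 (−0.49 to 0.14). All of these intervals include 0, and over all tested genes the median half-width was 0.215. The glycosyltransferase GXYLT2 (3.28 ± 0.0566 under TBBPA and 1.89 ± 0.269 under TBBPS, 0.57) and the histone gene H4C3 (−0.68) were among the genes with the smallest unadjusted p values between TBBPA and TBBPS (limma adjusted p = 0.912). Between TBBPA and TCBPA these included the splicing kinase CLK1 (11.32 ± 0.643 and 8.425 ± 0.431, 0.39) and CITED4 (−0.42), with limma adjusted p = 0.961. Between TBBPS and TCBPA they included SPEG (0.35), which encodes a muscle kinase, and RBP7 (−0.58), a retinol carrier, neither of which passed limma's threshold.

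Limma passed 0 genes in each of these 3 comparisons, with 407, 368 and 248 genes at an unadjusted p under 0.05, fewer than the 631 due to chance. Groups did not overlap for 37.61%, 30.51% and 26.43% of genes (chance 33.33%). Camera passed 6 lists between TBBPA and TBBPS, with definitive endoderm genes higher under TBBPA in 16 of 16 (median 0.36, camera adjusted p = 0.000119) and hepatoblast list genes in 12 of 12 (0.17; 0.00996), and with G1/S genes lower in 17 of 19 (−0.16; 0.000119) and pluripotency genes in 14 of 15 (−0.16; 0.00109). None held, with adjusted p = 0.966 with an estimated correlation. Camera passed 0 lists without TBBPA replicate 2 (endoderm genes 0.309) or without TBBPS replicate 1 (0.192) and 8 without TBBPA replicate 1. The mean difference of the endoderm list was 0.327, and single library pairs ran from −0.045 to 0.698. Between TBBPA and TCBPA camera passed 7 lists, again with endoderm genes higher under TBBPA in 16 of 16 (0.36; 3.07e-06; adjusted p = 0.871 with an estimated correlation for all 7), and in 0 of the 7 did both libraries of 1 group lie beyond both of the other. Without TCBPA replicate 1 the endoderm median was −0.004029, camera passed 3 lists and 1 gene passed limma, without TBBPA replicate 2 it passed 2 lists (endoderm genes 0.0516) and without TCBPA replicate 2 it passed 13. Between TBBPS and TCBPA camera passed 5 lists, led by immediate early genes, higher under TBBPS in 10 of 10 (0.15; 0.0158), and Nodal targets in 11 of 13 (0.14; 0.0232), with adjusted p = 0.921 with an estimated correlation for all 5. Without TBBPS replicate 1 both ended at 0.27, and without TCBPA replicate 1 at 0.722 and 0.446. Camera passed 2 lists without TBBPS replicate 1, 8 without TBBPS replicate 2 and 13 without TCBPA replicate 1 or replicate 2, and 1 gene passed limma without TBBPS replicate 2 or TCBPA replicate 1. Fry passed 0 lists in the 3 comparisons.

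TBBPA in hepatoblasts was compared with DMSO to ask whether it altered hepatic specification. Secreted liver proteins averaged lower: AFP was 225.3 ± 0.219 against 555.4 ± 6.87 (−1.30), TTR 1069 ± 20.5 against 2228 ± 192 (−1.06), APOA1 3127 ± 54.8 against 4976 ± 42.5 (−0.67), APOA2 973.9 ± 5.24 against 1685 ± 55.8 (−0.79) and the adhesive glycoprotein VTN 75.03 ± 7 against 133.3 ± 4.39 (−0.82). Transcription factors of liver and endoderm were lower, with HNF4A at 29.31 ± 0.665 against 40.94 ± 0.792 (−0.47), FOXA2 at 21.76 ± 1.17 against 34.46 ± 1.94 (−0.64), GATA6 at 22.11 ± 1.53 against 31.96 ± 0.474 (−0.51) and SOX17 at 36.96 ± 3.28 against 50.12 ± 1.87 (−0.43). The glutathione transferase GSTA2 (74.52 ± 1.29 against 151.8 ± 1.66, −1.02), the oxidoreductase NQO1 (34.6 ± 0.785 against 54.67 ± 1.53, −0.65) and CYP1A1 (0.95 ± 0.0849 against 2.235 ± 0.134, −0.73) were lower. Cholesterol synthesis enzymes were lower, among them MSMO1 (108.8 ± 3.04 against 151.9 ± 4.74, −0.48) and CYP51A1 (24.28 ± 0.24 against 30.33 ± 1.56, −0.31). Replication and mitosis genes averaged higher, with MCM3 at 45.04 ± 1.53 against 31.1 ± 1.42 (0.52), CDC6 at 7.825 ± 0.672 against 4.615 ± 0.488 (0.65), CDK1 at 28.02 ± 0.233 against 19.86 ± 0.276 (0.48) and TPX2 at 40.53 ± 0.106 against 29.08 ± 1.97 (0.47). The WNT targets MYC (3.22 ± 0.339 against 1.475 ± 0.0354, 0.77), DKK1 (11.88 ± 0.318 against 7.245 ± 0.474, 0.64) and LEF1 (0.53) were higher, as was KRT18 (1241 ± 35.2 against 982.8 ± 47.8, 0.34). MYC, LRRCC1 (0.51), DGKD (0.45), FUT8 (0.30) and ADCY3 (0.66) had the smallest unadjusted p values upward. MT1G (3.795 ± 0.46 against 8.585 ± 1.77, −0.99), KLF5 (−0.54), the asialoglycoprotein receptor ASGR1 (14.76 ± 1.27 against 23.69 ± 1.24, −0.65), APOC4 (−0.68) and C19orf33 (−0.41) had them downward. Each of these 10 had a limma adjusted p of 0.453. POU5F1 (52.47 ± 1.2 against 37.67 ± 5.98, 0.48), NANOG (0.22) and KRT19 (−0.16) differed less clearly, and CXCR4, EOMES and ALB were at 0.83 FPKM or below.

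For TBBPA in HB, limma passed 0 of 12884 genes, with 1402 at an unadjusted p under 0.05 where 644 are due to chance, and it passed 0 with any single library of TBBPA or DMSO left out but 274 (110 higher, 164 lower) with library quality weights. Groups did not overlap for 57.99% of genes (chance 33.33%). Camera passed 18 of 42 lists, 4 higher and 14 lower, and in 18 of 18 both treated libraries lay beyond both controls. Liver plasma protein genes were lower in 22 of 22 (median −0.81, camera adjusted p = 9.84e-13) and cholesterol synthesis genes in 20 of 20 (−0.32; 2.28e-09), with 0 genes in either adjusted over the list alone. G2/M genes were higher in 18 of 18 (0.43; 2.28e-09, 11 adjusted over the list alone), G1/S genes in 17 of 18 (0.52; 2.6e-07; 0), pluripotency genes in 12 of 12 (0.27; 0.000363; 1) and WNT targets in 10 of 11 (0.22; 0.00107; 2). Drug-metabolism genes were lower in 7 of 7 (−0.37; 0.000814, 4 adjusted over the list alone), unfolded protein response genes in 14 of 15 (−0.20; 9.9e-05), matrix genes in 10 of 12 (−0.31; 5.76e-05), definitive endoderm genes in 9 of 11 (−0.51; 0.000343), hepatoblast list genes in 12 of 14 (−0.27; 0.00224) and the respiratory chain in 21 of 26 (−0.05; 0.000479). The other lower lists were PPAR (0.00276), hypoxia (0.0108), AhR (0.0134), thyroid axis genes (0.0188), which include TTR, NRF2 targets and hepatocyte enzymes (0.0296). Every call was lost, with adjusted p = 0.403 to 0.426 with an estimated correlation. Fry passed WNT targets (adjusted p = 0.0266), the respiratory chain (0.0266) and neural crest genes (6 of 7 higher, 0.0216), the last of which camera did not pass (0.139). Camera called a median of 12 lists in correlated noise, and 18 or more in 8 of 100 draws. AhR targets (0.0523), thyroid axis genes (0.051), hepatocyte enzymes (0.0571) and NRF2 targets (0.124) ended above 0.05 without HB DMSO replicate 1, and hepatocyte enzymes (0.0869), NRF2 targets (0.104) and hypoxia genes (0.158) without TBBPA replicate 2.

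TBBPS in hepatoblasts gave lower liver genes on average, with replicates far apart. AFP was 235.1 ± 192 against 555.4 ± 6.87 in DMSO (−1.53), TTR 1121 ± 647 against 2228 ± 192 (−1.12), APOA1 2861 ± 1040 against 4976 ± 42.5 (−0.85), APOE 2214 ± 676 against 3507 ± 188 (−0.70) and the fetal glycoprotein AHSG 12.38 ± 8.1 against 30.26 ± 4.72 (−1.36). HNF4A was 28.18 ± 10.5 (−0.57), FOXA2 21.78 ± 10.2 (−0.71), GATA6 21.59 ± 5.01 (−0.56) and SOX17 36.08 ± 10.9 (−0.49). GSTA2 (81.31 ± 50, −1.04), CYP3A5 (1.275 ± 0.629 against 2.575 ± 0.177, −0.68), NQO1 (35.45 ± 13.5, −0.66) and CYP1A1 (0.95 ± 0.75, −0.785) were lower. Sterol genes were lower, with MSMO1 at 101.1 ± 26.6 (−0.61) and SQLE at 34.54 ± 8.43 against 46.32 ± 0.219 (−0.43). Basement membrane collagen COL4A1 was 110.3 ± 35.3 against 157.3 ± 5.15 (−0.55) and vimentin (VIM) 132.8 ± 50 against 228.3 ± 14.3 (−0.83). Cell-cycle genes were higher, with AURKB at 42.36 ± 9.59 against 27.36 ± 2.35 (0.60), CDK1 at 30.82 ± 7.74 (0.59), CDC6 at 8.81 ± 3.22 (0.77) and MCM3 at 46.22 ± 10.7 (0.54). The smallest unadjusted p values belonged upward to the spindle genes PRC1 (15.28 ± 1.68 against 10.09 ± 0.735, 0.55) and KIFC1 (26.14 ± 4.15 against 16.84 ± 0.297, 0.60), LRRCC1 (0.58), ZNF93 (0.44) and ACTR5 (0.41). Downward they belonged to the transporter SLC16A4 (5.435 ± 0.559 against 9.315 ± 0.29, −0.68), TMEM158 (7.6 ± 1.65 against 14.94 ± 1.22, −0.90), FKBP9 (−0.52), SDCBP2 (−0.62) and the antigen-loading gene TAPBP (18.16 ± 2.75 against 31.09 ± 0.156, −0.75). No gene passed (limma adjusted p = 0.376 for each of these 10). POU5F1 (0.315), NANOG (−0.11) and KRT19 (−0.22) differed by less.

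For TBBPS in HB, limma passed 0 of 12884 genes, with 1693 at an unadjusted p under 0.05 and 45.86% without overlap (chance 33.33%). It passed 1572 genes without TBBPS replicate 2 and 2 without replicate 1. Camera passed 19 of 42 lists, 4 higher and 15 lower, and in 18 both treated libraries lay beyond both controls (exception ribosomal proteins). Liver plasma protein genes were lower in 22 of 22 (median −0.91, camera adjusted p = 1.84e-13, 7 adjusted over the list alone), with library means of −1.48 and −0.38, and the call held at −0.38 without replicate 1 and at −1.43 without replicate 2. Cholesterol synthesis genes were lower in 20 of 20 (−0.37; 5.09e-09, 0 adjusted over the list alone), matrix genes in 12 of 12 (−0.28; 6.8e-05), drug-metabolism genes in 7 of 7 (−0.35; 0.000143; 4) and unfolded protein response genes in 15 of 15 (−0.19; 0.000183). G1/S (18 of 18, 0.56; 8.68e-09, 14 adjusted over the list alone) and G2/M genes (18 of 18, 0.48; 1.16e-10; 13) were higher, as were ribosomal proteins (33 of 34, 0.13; 0.00855) and pluripotency genes (10 of 12, 0.22; 0.0139). The cholesterol median was −0.07997 without TBBPS replicate 1 and −0.6373 without replicate 2, and that of G1/S genes 0.2112 and 0.9202. Among the remaining lower lists were definitive endoderm genes (8 of 11, −0.54; 0.0015), hepatoblast list genes (12 of 14, −0.24; 0.00263), AhR targets (7 of 8; 0.0125) and the respiratory chain (16 of 26, −0.03; 0.0342). With libraries left out the definitive endoderm median ran from −0.7981 to −0.1912. That of G2/M genes ran from 0.2752 to 0.7019 and that of matrix genes from −0.4718 to −0.1755. All 19 calls were lost: adjusted p = 0.459 with an estimated correlation, 0.464 for hypoxia and cardiomyocyte genes and 0.702 for ribosomal proteins. Fry passed 1 list, neural crest genes (0.0394), which camera did not pass (0.221). Camera called 19 or more in 3 of 100 draws of correlated noise. Without TBBPS replicate 1 it passed 12 lists, and the ribosomal median was 0.005903 with camera pointing downward (0.726), and pluripotency (0.0991), unfolded protein (0.329), PPAR (0.335), NRF2 (0.335), hepatoblast (0.351), thyroid (0.516) and hypoxia lists (0.712) and the respiratory chain (0.0645) ended above 0.05. Cardiomyocyte genes (0.0363 with all libraries) ended at 0.302 and the respiratory chain at 0.163 without TBBPS replicate 2, and without HB DMSO replicate 1 ribosomal proteins ended at 0.0752, the respiratory chain and NRF2 targets at 0.114 and cardiomyocyte genes at 0.524.

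Under TCBPA in hepatoblasts AFP was 133.5 ± 75.8 against 555.4 ± 6.87 in DMSO (−2.17), TTR 640.4 ± 107 against 2228 ± 192 (−1.805), APOA1 2432 ± 479 against 4976 ± 42.5 (−1.05), AHSG 7.38 ± 0.849 against 30.26 ± 4.72 (−1.895) and VTN 51.14 ± 7.99 against 133.3 ± 4.39 (−1.37). HNF4A was 22.59 ± 3.42 against 40.94 ± 0.792 (−0.84), FOXA2 15.94 ± 2.43 against 34.46 ± 1.94 (−1.07), GATA4 17.04 ± 1.68 against 38.26 ± 1.8 (−1.12), GATA6 20.48 ± 4.74 (−0.64) and SOX17 31.04 ± 8.22 (−0.70). GSTA2 was 49.03 ± 6.94 against 151.8 ± 1.66 (−1.62), CYP3A5 0.685 ± 0.00707 against 2.575 ± 0.177 (−1.08), NQO1 25.62 ± 4.12 against 54.67 ± 1.53 (−1.07) and CYP1A1 0.62 ± 0.566 against 2.235 ± 0.134 (−1.04). The sterol enzymes HMGCS1 (42.79 ± 3.95 against 74.04 ± 2.45, −0.78) and MSMO1 (85.69 ± 14.7, −0.83), the hypoxia gene ADM (12.92 ± 1.32 against 22.1 ± 1.34, −0.73) and COL4A1 (81.24 ± 6.45, −0.95) were lower. Proliferation genes averaged higher, with MKI67 at 9.005 ± 0.46 against 5.285 ± 0.205 (0.67), the thymidylate synthase TYMS at 45.74 ± 1.07 against 25.13 ± 0.127 (0.84) and AURKB at 48.02 ± 3.83 (0.79), as did the serine synthesis gene PHGDH (184.2 ± 11.4 against 112.1 ± 1.97, 0.71), MYC (2.9 ± 0.0707, 0.66) and KRT18 (1363 ± 90.4, 0.47). The smallest unadjusted p values belonged upward to PRC1 (16.42 ± 0.339, 0.65), NOPCHAP1 (28.66 ± 1.18 against 21.2 ± 0.41, 0.42), FOXQ1 (4.73 ± 0.198 against 2.415 ± 0.0919, 0.75), ANLN (13.3 ± 1.12 against 8.345 ± 0.332, 0.61) and KIFC1 (0.70). Downward they belonged to MT1G (3.265 ± 0.191, −1.16), TMEM158 (6.385 ± 0.346, −1.11), VSIG2 (−0.98), the exonuclease ISG20 (−1.12) and the desaturase SCD5 (18.4 ± 0.552 against 34.12 ± 3.28, −0.85). No gene passed (limma adjusted p = 0.12 for each of these 10). KRT19 (−0.17), POU5F1 (0.22) and NANOG (0.09) stayed close to the control level.

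For TCBPA in HB, limma passed 0 of 12884 genes, with 2939 at an unadjusted p under 0.05 (1560 higher, 1379 lower) and 57.85% without overlap (chance 33.33%). It passed 0 with any single library of TCBPA or DMSO left out, but 978 with library quality weights, 1005 in 1 fit of all 16 libraries and 1438 without replicate 1 of TBBPS and of TCBPA. Camera passed 21 of 42 lists, 6 higher and 15 lower, and in 21 of 21 both treated libraries lay beyond both controls. Liver plasma protein genes were lower in 22 of 22 (median −1.325, camera adjusted p = 2.9e-15, 21 adjusted over the list alone) and cholesterol synthesis genes in 20 of 20 (−0.59; 1.56e-12, 18 adjusted over the list alone). The plasma protein median ran from −1.54 to −1.03 with 1 library left out. G2/M genes were higher in 18 of 18 (0.65; 1.97e-10, 18 adjusted over the list alone), G1/S genes in 18 of 18 (0.77; 8.53e-09; 17), ribosomal proteins in 34 of 34 (0.16; 0.0038; 0) and ATF4 targets in 11 of 15 (0.21; 0.0443; 6). Drug-metabolism genes were lower in 7 of 7 (−0.42; 2.2e-05, 5 adjusted over the list alone), matrix genes in 10 of 12 (−0.42; 1.22e-05; 8), definitive endoderm genes in 10 of 11 (−0.70; 2.1e-05; 7), unfolded protein response genes in 15 of 15 (−0.29; 3.47e-06) and AhR targets in 7 of 8 (−0.38; 0.00174; 4). Hepatoblast list genes were lower in 12 of 14 (−0.40; 0.000467), with 7 lower and 2 higher adjusted over the list alone. WNT targets (10 of 11 higher, 0.15) and pluripotency genes (11 of 12, 0.24) passed at 0.0165, and the respiratory chain (21 of 26 lower, −0.06) at 0.00728. Among lists of other cell types the TCBPA library means were of opposite sign for mesenchyme (−0.307 and 0.526) and cardiomyocyte genes (−0.21 and 0.167), and alike for neural crest (0.293 and 0.264) and mesoderm genes (0.181 and 0.201). Every call was lost: adjusted p = 0.441 with an estimated correlation, 0.465 for pluripotency, 0.592 for ATF4 targets and 0.638 for ribosomal proteins. Fry passed 4 lists at 0.0272, AhR targets, WNT targets, the respiratory chain and neural crest genes (6 of 7 higher), the last of which camera did not pass (0.298). Camera called 21 or more in 0 of 100 draws of correlated noise, where its highest count was 20. Without TCBPA replicate 1 the fatty acid synthesis list (0.0262 with all libraries) ended at 0.0959, pluripotency at 0.395, hepatocyte enzymes (0.0464) at 0.413 and ribosomal proteins at 0.483. Without TCBPA replicate 2 WNT targets ended at 0.052, the respiratory chain at 0.0568 and ATF4 targets at 0.725, and without HB DMSO replicate 2 WNT targets ended at 0.0506, fatty acid synthesis at 0.0536 and hepatocyte enzymes at 0.0578. Without HB DMSO replicate 1 ATF4 targets and hepatocyte enzymes ended at 0.0621.

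**Figure D3:**
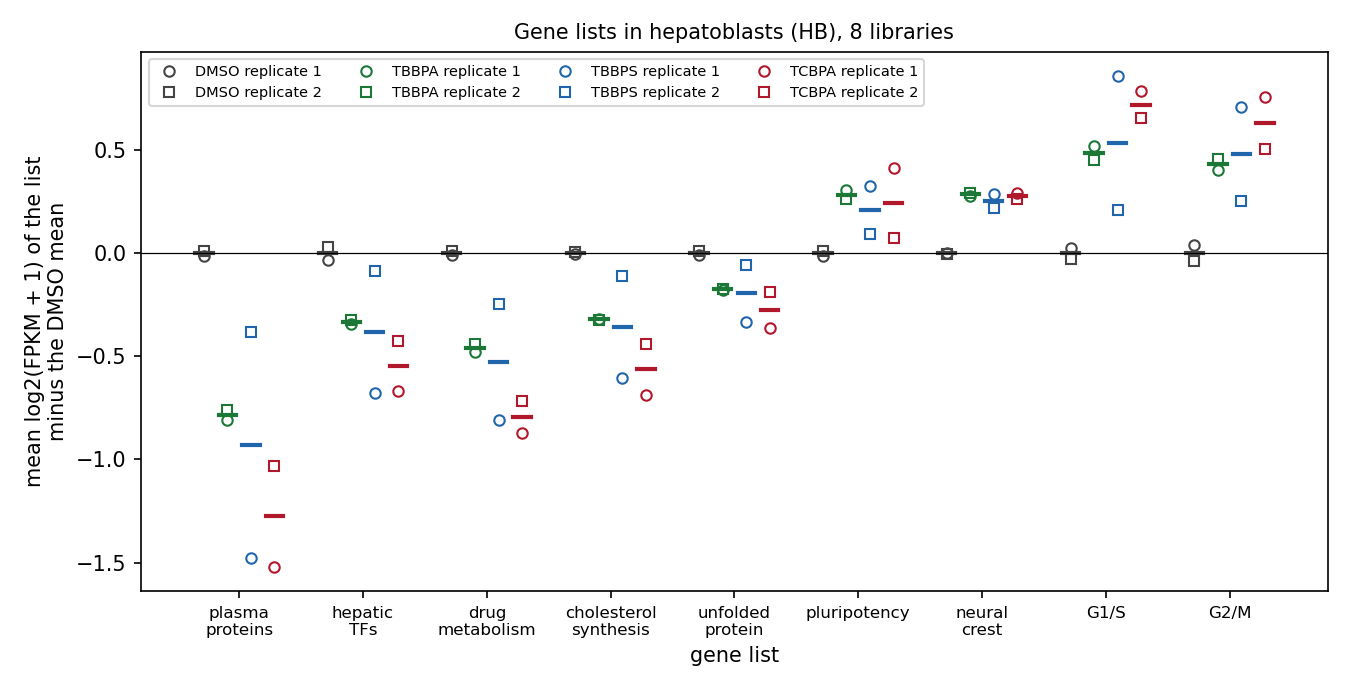
Mean log2(FPKM + 1) of the genes of selected lists minus the DMSO mean, per HB library (circle replicate 1, square replicate 2), with a bar at each group's mean. Liver plasma protein genes lie at −0.809 and −0.759 under TBBPA, −1.48 and −0.38 under TBBPS and −1.52 and −1.03 under TCBPA.

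**Figure D4:**
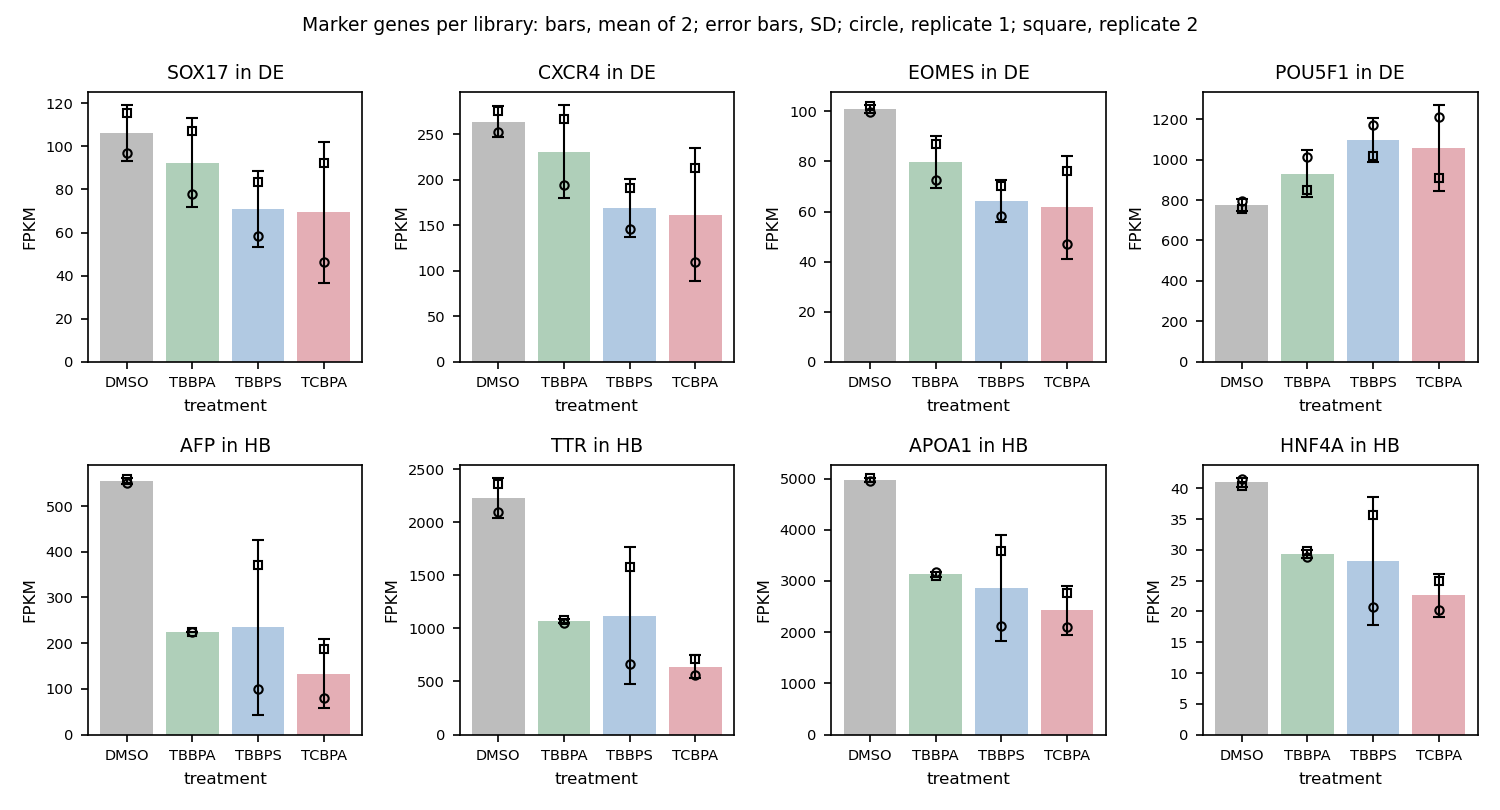
Mean FPKM of SOX17, CXCR4, EOMES and POU5F1 in DE and of AFP, TTR, APOA1 and HNF4A in HB, with bars for the mean of 2 libraries, error bars for the SD and points for libraries. AFP in HB stands at 555.4 in DMSO, 225.3 under TBBPA, 235.1 under TBBPS and 133.5 under TCBPA.

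Between compounds at 10 nM in hepatoblasts, AFP was higher under TBBPA than under TBBPS by 0.23 (95% interval −1.15 to 1.6) and than under TCBPA by 0.88 (−0.50 to 2.25), and higher under TBBPS than under TCBPA by 0.65 (−0.73 to 2.02). For TTR the 3 differences were 0.06 (−0.75 to 0.88), 0.75 (−0.07 to 1.56) and 0.69 (−0.13 to 1.5), for APOA1 0.18 (−0.38 to 0.74), 0.38 (−0.18 to 0.94) and 0.20 (−0.36 to 0.76), and for HNF4A 0.10 (−0.41 to 0.61), 0.37 (−0.14 to 0.88) and 0.27 (−0.24 to 0.77). All of these intervals include 0, and over all tested genes the median half-width was 0.238. The WNT target list was higher under TBBPA than under TBBPS by a mean of 0.155, with library pairs from 0.085 to 0.225. Between TBBPA and TBBPS the smallest unadjusted p values included the class I histocompatibility gene HLA-F (0.57), SLC16A4 (7.385 ± 0.148 against 5.435 ± 0.559, 0.38) and ACTR5 (−0.27), with limma adjusted p = 1. Between TBBPA and TCBPA they included the sphingolipid regulator ORMDL2 (23.29 ± 0.226 against 19.03 ± 0.269, 0.28), VSIG2 (0.47) and the kinase PIM3 (18.76 ± 1.37 against 23.38 ± 0.0495, −0.30), with limma adjusted p = 0.997. Between TBBPS and TCBPA they included ISG20 (0.73) and VSIG2 (3.19 against 2.005), and none passed (limma adjusted p = 0.999).

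In these 3 comparisons limma passed 0 genes, with 134, 249 and 289 at an unadjusted p under 0.05, fewer than the 644 due to chance, and fry passed 0 lists. Groups did not overlap for 19.27%, 35.04% and 22.28% of genes (chance 33.33%). Between TBBPA and TBBPS camera passed 3 lists, higher under TBBPA: WNT targets (10 of 11, median 0.17, camera adjusted p = 0.000377; adjusted p = 0.409 with an estimated correlation), BMP targets (10 of 11, 0.12; 0.000695; 0.547) and Nodal targets (8 of 9, 0.13; 0.00692; 0.469). It passed 16 lists without TBBPS replicate 1, 23 without TBBPS replicate 2 and between 2 and 23 over all single libraries, and 1 gene passed limma without TBBPS replicate 1. WNT targets ended at 0.0932 without TBBPS replicate 2, BMP targets at 0.0814 without TBBPS replicate 1 and Nodal targets at 0.173 without TBBPA replicate 1, 0.234 without TBBPS replicate 1 and 0.0524 without TBBPS replicate 2. Between TBBPA and TCBPA camera passed 14 lists, with plasma protein genes higher under TBBPA in 22 of 22 (0.47; 9.06e-09), cholesterol genes in 19 of 20 (0.25; 4.4e-08) and drug-metabolism genes in 7 of 7 (0.31; 0.000435), and with G2/M genes (−0.19; 2.55e-06) and G1/S genes (−0.24; 1.1e-05) lower in 18 of 18 each. All 14 were lost, with adjusted p = 0.702 with an estimated correlation and 0.812 for ribosomal proteins. In 11 of the 14 both libraries of 1 group lay beyond both of the other, and the plasma list differed by a mean of 0.491 with library pairs from 0.221 to 0.761. Camera passed 9 lists without TBBPA replicate 1 or without TCBPA replicate 1, and in the latter cholesterol genes (0.0648), drug-metabolism genes (0.055) and G2/M genes (0.26) ended above 0.05. Between TBBPS and TCBPA camera passed 16 lists, with cholesterol genes higher under TBBPS in 20 of 20 (0.18; 2.08e-06) and plasma protein genes in 21 of 22 (0.37; 2.49e-05; adjusted p = 0.71 with an estimated correlation for all 16). In 2 of the 16 the libraries did not overlap, and without TBBPS replicate 2 the plasma median was −0.1778 (0.00018), the cholesterol median −0.05503 (0.304), and camera passed 8 lists. It passed 5 lists without TCBPA replicate 1, where the plasma and cholesterol lists ended at 0.28 and 0.204, and limma passed 95 genes without TBBPS replicate 1.

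Whether a compound's difference from DMSO itself differed between the stages was tested as the HB difference minus the DE difference. Respiratory chain genes, higher than control in DE and lower in HB, had interaction medians of −0.16 under TBBPA (25 of 26 negative), −0.16 under TBBPS (24 of 26) and −0.13 under TCBPA (24 of 26), with NDUFB7 of complex I at −0.39, −0.42 and −0.36. WNT targets had medians of 0.44 under TBBPA (12 of 13 positive) and 0.40 under TCBPA (11 of 13), with SP5 at 0.75 and 0.93, MYC at 0.90 and 0.71 and NOTUM at 0.44 and 0.53. Under TBBPS their median was 0.26 (12 of 13), which passed neither camera (adjusted p = 0.119) nor fry (0.122). YAP targets were positive in 9 of 9 under each compound, with medians of 0.35, 0.29 and 0.44 and ANKRD1 at 0.69, 0.89 and 1.24. Liver plasma proteins were negative in 20 of 21 under each compound (medians −0.81, −0.87 and −1.53), including VTN at −1.05 under TBBPA and AHSG at −1.36 under TBBPS and −1.94 under TCBPA. The TCBPA median includes the trace of hepatoblast transcripts in DE TCBPA replicate 2, without which it was −1.15, and the TBBPS median was −0.3533 without HB TBBPS replicate 1 and −1.394 without replicate 2. Single genes with the smallest unadjusted p values were DIAPH3 (0.70), MT1G (−1.41) and OVOL2 (−0.77) under TBBPA (limma adjusted p = 0.531), FAR1 (0.50), ZNF121 (1.06) and TMEM158 (−1.38) under TBBPS (0.161 to 0.162), and DIAPH3 (0.99), ANLN (0.74), TMEM158 (−1.73), MT1G (−1.63) and SUGCT (−1.42) under TCBPA (0.0645 to 0.0892).

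Limma passed 0 of 13086 genes in each interaction, with 1195, 1850 and 2274 at an unadjusted p under 0.05 where 654 are due to chance. Camera passed 16, 9 and 20 of 45 lists, and 0 with an estimated correlation (smallest adjusted p 0.102, 0.468 and 0.391). For the respiratory chain camera's adjusted p was 3.55e-10, 1.53e-07 and 1.56e-06, and the adjusted p = 0.109, 0.468 and 0.391 with an estimated correlation. WNT targets had 0.000175 and 0.00755 (0.102 and 0.391 with an estimated correlation; 2 and 3 genes adjusted over the list alone), and YAP targets 0.000401, 0.00346 and 0.000104 (0.445, 0.637 and 0.391). Plasma proteins had 9.24e-09, 7.56e-07 and 1.89e-14 (0.647, 0.698 and 0.396; 0, 0 and 19 genes adjusted over the list alone) and cholesterol genes, with medians of −0.30, −0.34 and −0.52, had 2.65e-07, 8.53e-07 and 4.23e-12. Fry passed 2, 1 and 3 lists: the respiratory chain under each compound (0.0246, 0.0388 and 0.0321), WNT targets under TBBPA (0.00874) and TCBPA (0.0143), and YAP targets under TCBPA (0.0321). For TBBPS limma passed 943 genes and camera 17 lists without HB TBBPS replicate 2, while without HB TBBPS replicate 1 camera passed 6 and cholesterol genes ended at 0.0809. YAP targets under TBBPS ended at 0.0571 without DE DMSO replicate 1. Limma passed 3 genes without HB DMSO replicate 1 and 2 without DE DMSO replicate 2 for TBBPS, 1 and 2 for TBBPA, and 22 without DE TCBPA replicate 2, 4 without DE TCBPA replicate 1 and 2 without DE DMSO replicate 2 for TCBPA.

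Agreement between compounds was measured across genes as the correlation of their log2 differences from DMSO, which genes as non-independent replicates make descriptive. In DE it was 0.714 for TBBPA with TBBPS, 0.736 for TBBPA with TCBPA and 0.832 for TBBPS with TCBPA, and in HB 0.889, 0.905 and 0.889. Both differences share the same 2 control libraries, which alone gave r = 0.504 in DE and 0.501 in HB in simulations without any effect. The covariances were 0.01749, 0.01825 and 0.02908 in DE against 0.008701 simulated, and 0.0387, 0.05125 and 0.05418 in HB against 0.01168. With noise correlated between genes, 29 to 41 of 100 draws in DE and 14 to 16 in HB reached as large an r, and 6 to 13 and 3 to 10 as large a covariance. A split of the controls would leave 1 library on each side and was not made, so part of the excess can come from the shared controls. Over the 11873 genes tested at both stages, the differences in DE and in HB correlated with r from 0.0655 (TBBPA with TBBPA) to 0.175 (TBBPS in DE with TCBPA in HB).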

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

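The tests of GC content and length, of other cell types and of hepatoblast reads were chosen only after the results were seen, while the tests of variation between cultures and of less progress were written beforehand. The results here stand out because the test of the difference between stages itself passed fry's threshold. Respiratory chain genes had median interactions of −0.157 under TBBPA (fry adjusted p = 0.0246), −0.157 under TBBPS (0.0388) and −0.13 under TCBPA (0.0321), negative in 25, 24 and 24 of 26 genes. WNT targets had 0.444 under TBBPA (0.00874) and 0.403 under TCBPA (0.0143), and YAP targets 0.439 under TCBPA (0.0321), positive in 12 of 13, 11 of 13 and 9 of 9 genes. Camera with an estimated correlation passed none of them, and fry does not compare a list with other genes.

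The first pattern is that liver genes were lower and cell-cycle genes higher in the treated HB libraries. A trend with GC content and length is argued against, because removing it left the plasma protein medians at −0.824, −0.94 and −1.37 for TBBPA, TBBPS and TCBPA, where they had been −0.81, −0.91 and −1.325. Variation between cultures unrelated to the compounds stays open: the difference between replicates correlated across genes with the effect of other compounds at a median r of 0.4948, from −0.021 for TBBPA replicates to 0.768 for TBBPS replicates, against at most 0.117 for DMSO replicates. A lower share of hepatic cells may also play a part: lists of other cell types lay at least 0.3 apart under each compound, with neural crest genes at 0.286, 0.253 and 0.278 and cardiomyocyte genes at −0.0924, −0.206 and −0.0215, a gap above 2 replicate SDs (0.175 each) for TBBPA and TBBPS but not for TCBPA, whose libraries lay apart in cardiomyocyte genes (−0.21 and 0.167), which leaves it undecided. Less progress from DE to HB under the compounds could likewise not be decided: outside the liver lists at least 60.49% of the genes higher in HB were lower under each compound, against 29 of 31 liver genes, and the HB effects correlated with the stage difference at r from −0.337 to −0.249.

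The second pattern is lower endoderm and higher pluripotency genes in the DE libraries of TBBPS and TCBPA. Under TBBPA the endoderm means were −0.356 and −0.00675, and replicate 2 lay within the DMSO range (−0.0896 to 0.0896). GC content and length are argued against here too, with endoderm medians of −0.5789 for TBBPS and −0.62 for TCBPA after the correction and −0.55 and −0.58 before it. Variation between cultures remains a candidate explanation, as replicate differences of treated groups correlated with the effect of other compounds at a median r of 0.3638 (0.112 to 0.603), against −0.155 to 0.138 for DMSO replicates. The labels do not say whether the libraries of a group are separate cultures, which keeps this open, and a biological effect of the compounds stays open as well.

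The third pattern is hepatic transcripts in DE TCBPA replicate 2. They are consistent with reads or RNA from an HB library: 14 of 15 abundant HB genes outside the liver lists (93.33%) exceeded every other DE library, as did 9 of 9 liver genes, and with this library set aside each other DE library exceeded the remaining 6 for at most 4 of 24. Early liver expression in some cells is argued against, because non-liver genes were present at the same share of their HB level (median 0.5571%) as liver genes (0.535%). ALDH1A1 was the exception. Whether the transcripts came from the wet laboratory or from read assignment was not tested.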

How the results depend on the processing

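Library quality weights, the correction for GC content and length and the joint omission of replicate 1 of TBBPS and TCBPA were chosen after the first results were seen. Outside the leave-outs, 127 counts of genes stayed the same or within a factor of 1.5 and 14 moved, and 91 counts of lists stayed and 21 moved. Lists were tested with a pseudocount of 0.1, no filter, median-ratio scaling, the replicate block, an estimated correlation, library weights and the GC and length correction and with libraries left out, but not with the remaining alternatives. Those past the threshold kept their direction outside the leave-outs, staying past it 1250 times and losing the call 318 times, 224 of them with an estimated correlation. With an estimated correlation camera passed 0 lists in all 16 comparisons. Both values near 0 changed sign: DE TBBPA vs DMSO NANOG to −0.03084 and DE TBBPS vs DMSO APOA1 to −0.02064 when scaled to the same sum, and to −0.02591 and −0.07291 after the GC correction. For the remaining changes the cause was not tested, unless stated. The absolute depth is unknown, so what counting noise adds to genes of low FPKM cannot be given.

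Replicate number as a block passed 719 genes for DE TBBPS (329 higher, 390 lower), 347 for DE TCBPA (123 and 224), 1 for the TBBPA interaction and 15 for the TCBPA interaction, and 10 lists for DE TBBPA against TBBPS. Replicate differences of pairs of groups correlated across genes with r from 0.127 to 0.462 in DE and from −0.166 to 0.489 in HB, and nothing in the labels pairs the libraries.

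No filter on low values gave 3 lists for DE TBBPA against TBBPS, 3 for DE TBBPA against TCBPA, 10 for HB TBBPS against TCBPA and 1 gene for each interaction. A pseudocount of 0.1 passed 2 genes for the TCBPA interaction, and scaling to the same sum 4 (2 each way). That scaling took the ribosomal medians in DE from 0.121, 0.122 and 0.1 for TBBPA, TBBPS and TCBPA to 0.0798, 0.0781 and 0.0684, those of the respiratory chain from 0.11, 0.129 and 0.0905 to 0.0699, 0.0858 and 0.0593, and the respiratory chain interactions from −0.157, −0.157 and −0.13 to −0.105, −0.114 and −0.105. Median-ratio scaling took these interactions to −0.192, −0.191 and −0.175, and the respiratory chain medians in HB from −0.051, −0.0334 and −0.0567 to −0.0858, −0.0622 and −0.0972. Library quality weights, equal within each group and so in effect group weights (0.44 for HB TBBPS to 2.18 for HB TBBPA), passed 274 genes for HB TBBPA (110 higher, 164 lower), 978 for HB TCBPA (355 and 623), 3 for the TBBPA interaction and 192 for the TCBPA interaction, and 5 lists for HB TBBPA against TBBPS. One fit of the 16 libraries, with more residual degrees of freedom, passed 1005 genes for HB TCBPA (452 and 553).

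Leaving out libraries, a group of 1 remained, and the lone sample is assumed to vary like the other groups. Genes past the threshold ranged from 0 to 3 for DE TBBPA, 0 to 3 for DE TBBPS, 0 to 282 for DE TCBPA, 0 to 2 for DE TBBPA against TCBPA and 0 to 4 for DE TBBPS against TCBPA. In HB they ranged from 0 to 1572 for TBBPS, 0 to 1438 for TCBPA (the highest with the joint omission), 0 to 49 for TBBPA against TBBPS and 0 to 378 for TBBPS against TCBPA, and in the interactions 0 to 2, 0 to 943 and 0 to 22. HB TBBPA stayed at 0, and HB against DE at 9095 to 9176. Lists past the threshold ranged from 6 to 14 for DE TBBPA, 10 to 20 for DE TBBPS, 11 to 21 for DE TCBPA, and 0 to 8, 2 to 13 and 2 to 13 for the pairs of compounds in DE (TBBPA with TBBPS, TBBPA with TCBPA, TBBPS with TCBPA). In HB they ranged from 12 to 22 for TBBPS, and 2 to 23, 9 to 21 and 5 to 22 for the pairs in the same order, and from 6 to 17 for the TBBPS interaction.

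Lists reversed, by camera's direction, in 30 leave-outs, while 929 kept their call and 243 lost it. For DE TBBPA cardiomyocyte genes ranged from −0.4277 to 0.0483. For DE TBBPA against TCBPA the ranges were −0.3572 to 0.03012 for pluripotency, −0.02515 to 0.3633 for streak, −0.004029 to 0.7766 for definitive endoderm, −0.0296 to 0.5202 for the hepatoblast list and −0.2839 to 0.02293 for G1/S genes, each reversed without TCBPA replicate 1. Immediate early genes between DE TBBPS and TCBPA ran from −0.0006685 to 0.305. Ribosomal proteins ran from 0.005903 to 0.2471 for HB TBBPS and from −0.1557 to 0.02979 for HB TBBPA against TCBPA, where ATF4 targets ran from −0.3247 to 0.102. For HB TBBPS against TCBPA, reversed without TBBPS replicate 2, the ranges were −0.05053 to 0.5065 for definitive endoderm, −0.1778 to 0.9801 for plasma proteins, 0.0001418 to 0.3805 for drug metabolism, −0.05503 to 0.4574 for cholesterol, −0.04619 to 0.3235 for hypoxia, −0.02949 to 0.1614 for glycolysis, −0.04727 to 0.2403 for unfolded protein response, −0.5199 to 0.1548 for G1/S, −0.3962 to 0.1055 for G2/M and −0.06145 to 0.3767 for matrix genes. Matrix genes also reversed without TCBPA replicate 1, at 0.05771. HOX genes (−0.5997 to −0.0004872) and ATF4 targets (−0.2589 to 0.01642) reversed there without TCBPA replicate 2. The cause was not tested.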

Other observations

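The comparison of all treated libraries with DMSO was chosen only after the results were seen. Some genes outside the liver lists were picked for high levels in hepatoblast controls and levels near 0 in DE libraries other than TCBPA replicate 2. Among them TFAP2A averaged 71.4 FPKM in the hepatoblast controls, DLX5 54.81, WNT6 99.31, RSPO3 76.76 and HAPLN1 78.32. In those DE libraries none of these genes exceeded 0.4 FPKM, which follows from how they were picked. Whether they mark other cell types was not tested.

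In hepatoblasts the ATF4 list mean lay above DMSO in both libraries of each compound, by 0.214 and 0.188 under TBBPA, 0.21 and 0.111 under TBBPS and 0.12 and 0.569 under TCBPA. Camera's call for TCBPA ended at an adjusted p of 0.725 without TCBPA replicate 2, the library that stands apart.

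Taking the 6 treated libraries of a stage against the 2 controls allows 28 splits, so the smallest exact p is 0.0357. In DE 9 of 43 lists reached it, among them YAP targets (−0.341), immediate early genes (−0.319), G2/M genes (0.138), ribosomal proteins (0.116) and the respiratory chain (0.109), with an adjusted exact p of 0.171. In HB 10 of 42 did, among them drug-metabolism genes (−0.593), G1/S genes (0.581), G2/M genes (0.514), AhR targets (−0.316), neural crest genes (0.272), estrogen targets (−0.251) and WNT targets (0.237), with an adjusted exact p of 0.115. Plasma proteins (−0.996) and cholesterol synthesis (−0.414) did not, with 2 of 28 splits as large (exact p = 0.0714). Definitive endoderm genes in DE (−0.413) were exceeded by other splits, with 5 of 28 as large.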
